A study of Homo sapiens with 6 samples. Its data were reported in "Reducing N6AMT1-mediated 6mA DNA modification promotes breast tumor progression via transcriptional repressing cell cycle inhibitors" (2022).

How the data were processed

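6mA-IP-seq was carried out on genomic DNA of MDA-MB-453 cells transfected with control siRNA or si-N6AMT1, with 2 immunoprecipitated libraries and 1 input library in each group. Per the methods of the study, the authors filtered the paired-end reads with Trimmomatic, aligned them to hg19 with bowtie2, removed duplicates with SAMtools and called peaks in each immunoprecipitated library separately with MACS version 2 at a p-value threshold of 1e-05. The input used for each call is not stated. The deposited peak lists give the start, end and summit of each peak. The score of each peak in the deposited lists is 10 times its −log10 p, shortened to a whole number. The fold enrichment in the deposited lists is the ratio of the fragment pileup at the summit to the local background, with 1 added to each, as the authors' peak caller computed it. The added 1 makes the fold smaller than the plain ratio, most of all where the background is low. The deposited −log10 p and −log10 q values belong to the summit of each peak. Fold and −log10 q values were used to describe, rank or filter peaks within a list. Because removal of duplicates caps identical fragments, pileups over high-copy sequence such as the mitochondrial genome can be understated.

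Groups were taken from the sample titles. Replicates of a group shared 53.3% to 58.4% of their peaks, so none was a copy of another. Main settings, named genes and alternatives were fixed before the data were examined. Peaks were compared with bedtools 2.31.1 and Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, matplotlib 3.10.9). Sequence was indexed with samtools 1.23.1. Peaks overlapped if they shared at least 1 bp. Peaks of all libraries that overlapped were merged into regions, and a region was called in a library that had a peak in it. The overlap that position alone gives was taken from 100 circular shifts of the peaks within each chromosome. For the setting with equal numbers, each library kept its peaks of highest −log10 p, as many as the smallest list has.

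The GRCh37 primary assembly was used for hg19, and 0 peak ends lay past the end of a chromosome. The hg19 mitochondrial sequence can differ from it by a few bases, so mitochondrial positions are those of the deposited lists. Genes came from GENCODE v44 lifted to GRCh37, with basic transcripts of protein-coding genes and long noncoding RNA genes. A summit was assigned to a promoter within 1000 bp of a transcription start site, then to an exon, then to an intron, and otherwise to intergenic sequence. The share of the genome in each element was estimated from random positions outside assembly gaps. An annotation of enhancers or of repeats was not used here.

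Named genes were the 8 cell cycle regulators of the study and N6AMT1. The values of 1 of these genes are not reported here on their own. Named regions were the 3 called only in control, the 3 called only in si-N6AMT1 and the 3 called in all 4 libraries that ranked highest, with the rank set by the lowest within-list percentile of −log10 q over the libraries that called the region.

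Read totals were not used here. The caller's fold and −log10 p together determine the fragment pileup and the background of each summit. The pileup came out as a whole number, within a tolerance of 0.02, for 100% of peaks in each library. The lowest background in a list is its genome-wide level, which rises with the number of fragments. It was 1.05 and 1.36 fragments in control and 1.41 and 1.53 in si-N6AMT1. Divided by the smallest peak width, it gave the relative depth of each library. The median pileup at summits was 17 to 19 fragments, so single peaks rest on few fragments and a call near the threshold can be lost by counting error alone. On simulated data, 100% of 5000 pileups were recovered exactly, and 200 of 200 planted regions of each class were found. The planted regions were set in copies of the same peak list, so their recovery checks the code alone. It does not show how often real regions are lost near the threshold.

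Values per library were compared between groups with an exact two-sided permutation test over the 6 assignments of the libraries, for which the smallest p is 0.333. Region counts and shares were set beside those of the 2 mixed splits of the libraries, beside flanking windows or beside the genome. The study tested differences in signal with the bdgdiff function of MACS2, which needs signal tracks. Called and uncalled regions were compared instead, so region counts here are not counts of differential signal. Alternatives were a −log10 q of at least 5, equal numbers of peaks, chromosomes 1 to 22, X and Y alone, an overlap of 50% of each peak, other rules for merging, promoters, windows, motif and gene flanks, a replicate block, and leaving out each library in turn.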

Results

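N6-methyladenine (6mA) is a DNA base modification in which a methyl group sits on the amino nitrogen of adenine. The data were collected by 6mA-IP-seq, in which sheared and denatured genomic DNA is immunoprecipitated with a 6mA antibody and sequenced, so that modified regions appear as peaks of fragments over the background. The cells were MDA-MB-453, an established human breast cancer cell line. They were transfected with a control siRNA or with an siRNA against N6AMT1 (si-N6AMT1), a gene that the study examined as a 6mA methyltransferase, at 10 nM for 48 h. A short interfering RNA (siRNA) lowers the level of the transcript that it matches. There were 2 immunoprecipitated libraries in each group and 1 input library, without immunoprecipitation, in each group. The results rest on the peak lists of the 4 immunoprecipitated libraries, and no files of the 2 inputs were used here. The inputs enter through the local background that the peak caller applied. The lists hold no measure of N6AMT1 expression, so the strength of the knockdown was not analysed here.

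The control libraries held 30451 peaks in replicate 1 and 33410 in replicate 2. The si-N6AMT1 libraries held 38847 and 40844 peaks. The median peak width lay between 443 and 448 bp in the 4 libraries. Read totals were not used here, but the background that the peak caller applied to each library was recovered from its list. Relative to control replicate 1, the recovered depth was 1.32 in control replicate 2, 1.38 in si-N6AMT1 replicate 1 and 1.5 in si-N6AMT1 replicate 2. The libraries therefore differed in depth, and both si-N6AMT1 libraries were deeper than both control libraries.

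The first comparison asked whether the number of 6mA peaks changed after N6AMT1 knockdown. The mean number of peaks was 31930.5 ± 2092 (SD, n = 2) in control and 39845.5 ± 1412 (SD, n = 2) in si-N6AMT1. The difference of 7915 peaks, or 24.8%, was larger than the spread between replicates in either group. An exact two-sided permutation test gave p = 0.333. That is the smallest value this test can give with 2 libraries against 2, so the test cannot reach 0.05 here. Leaving out control replicate 1 or control replicate 2 moved the difference most, to 6435.5 and 9394.5 peaks. Peaks covered 17.3 ± 1.00 Mb (SD, n = 2) in control and 21.4 ± 0.703 Mb (SD, n = 2) in si-N6AMT1, with p = 0.333 in the exact permutation test. With the same number of peaks taken from each library, the difference in covered length was 0.253 Mb instead of 4.10 Mb.

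Replicates were compared with each other before the groups were. Between the control replicates, 53.3% to 58.4% of peaks in a library overlapped a peak of the other by at least 1 bp, depending on which library was counted. Between the si-N6AMT1 replicates the range was 54.5% to 57.2%. Across groups it was 46.0% to 61.6%. Shifting the peaks along their chromosomes gave 1.16% to 1.57%. With equal numbers of peaks, the mean overlap was 56.1% within control, 56.2% within si-N6AMT1 and 53.8% across groups. Replicates of a group thus shared slightly more peaks with each other than with the other group once the lists had the same length.

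Consistent peaks, defined as replicate 1 peaks that overlap a replicate 2 peak, numbered 17779 in control and 22225 in si-N6AMT1. Of the consistent control peaks, 68.3% overlapped a peak in both si-N6AMT1 libraries, 20.9% in 1 of them and 10.9% in neither. Of the consistent si-N6AMT1 peaks, 54.6% overlapped a peak in both control libraries, 26.0% in 1 of them and 19.4% in neither. With equal numbers of peaks, the share of consistent control peaks called in both si-N6AMT1 libraries was 61.6%. Consistent peaks then numbered 17056 in control and 17109 in si-N6AMT1.

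To ask which regions gained or lost a peak after knockdown, the peaks of all 4 libraries were merged into 72537 regions. Of these, 35963 regions (49.6%) were called in 1 library and 12132 (16.7%) in all 4. Both control libraries and neither si-N6AMT1 library called 1904 regions. Both si-N6AMT1 libraries and neither control library called 4251 regions. The remaining 2 ways of setting 2 libraries against 2 mix the groups. Setting the replicates numbered 1 against those numbered 2 gave 1938 and 2625 regions, or 4563 in sum, and the other mixed split gave 2098 and 2220, or 4318 in sum. The split by group gave 6155 regions in sum. With equal numbers of peaks, 2571 regions were called only in control and 2550 only in si-N6AMT1, so the excess in si-N6AMT1 was not seen when the lists had the same length. That setting brings the sides of any split close to balance, and the mixed splits then gave 1902 and 1911 regions, and 1834 and 1804. Leaving out a library raises these counts by construction, to 9415 regions called only in control without control replicate 1 and to 16181 called only in si-N6AMT1 without si-N6AMT1 replicate 1. The lists give no signal for a region that was not called, and such a region can hold signal just below the threshold of the caller.

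**Figure D1:**
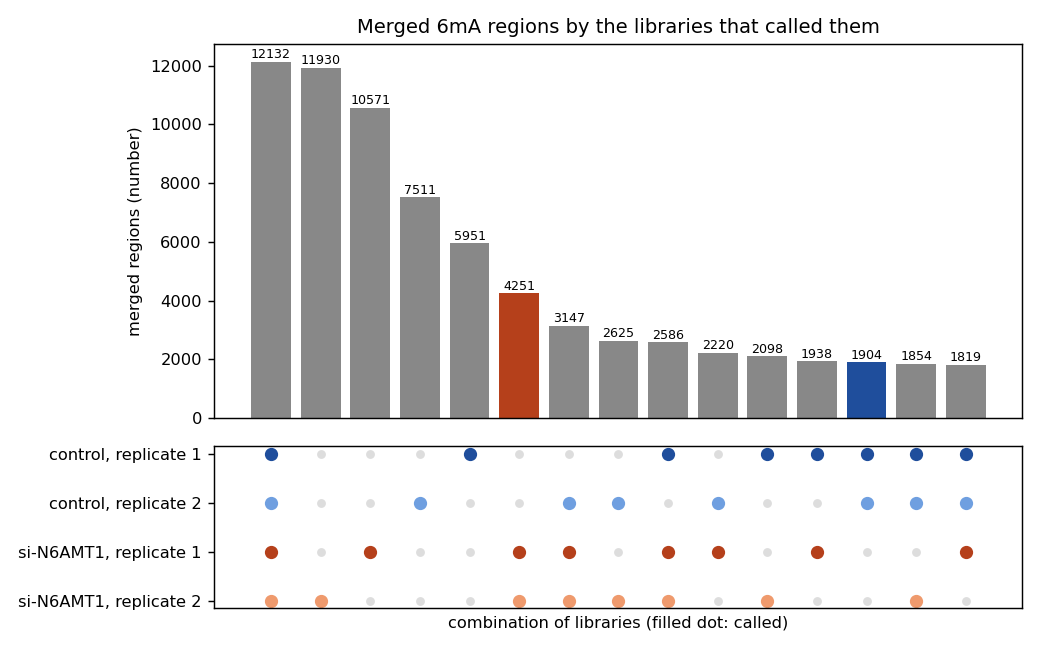
Bars give the number of merged regions (y axis) for each combination of the 4 libraries that called them, and filled dots under each bar mark those libraries. The 4251 regions called only in the si-N6AMT1 libraries (red bar) and the 1904 called only in the control libraries (blue bar) lie beside mixed combinations of 1938 to 2625 regions.

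Positions are given 1-based in hg19, and the fold enrichments and −log10 q values are the authors' own for each peak. The regions called only in control that ranked highest lay on chromosomes 1, 5 and 4. The first, at 1:209847718-209848290, lay in a promoter window of HSD11B1-AS1 and had a fold enrichment of 11.5 in replicate 1 and 10.2 in replicate 2. The next, at 5:122745443-122745981 in an intron of CEP120, had a fold enrichment of 13.6 and 13.1. The last was intergenic, at 4:174337965-174338487, with a fold enrichment of 16.1 and 11.8. All 3 regions called only in si-N6AMT1 that ranked highest were intergenic. The region at 10:42387046-42387415 had a −log10 q of 61.6 and 57.9 but a fold enrichment of only 2.94 and 2.69, so its fragments stood on a high local background. The regions at 1:204031082-204031531 and 12:31170608-31171031 had a fold enrichment of 12.8 and 12.2, and of 11.9 and 10.3.

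The distribution over chromosomes was examined next. The mitochondrial genome was covered by peaks over 84.8 ± 0.388% (SD, n = 2) of its length in control and 84.7 ± 0.397% (SD, n = 2) in si-N6AMT1, a difference smaller than the spread between replicates. Each library held 5 mitochondrial peaks. Covered length cannot show a change of signal within peaks that stay called. The 3 regions that ranked highest among those called in all 4 libraries were mitochondrial, at M:7565-16495, M:3093-5700 and M:93-1109. The first spans genes from MT-CO2 to MT-CYB, and its fold enrichment was 20.8 and 13.9 in the control libraries and 14.8 and 13.7 in the si-N6AMT1 libraries. The local background recovered for the mitochondrial peaks was at least 865 fragments, against a genome-wide background of 1.05 to 1.53 fragments. In each of the 5 peaks, both control pileups exceeded both si-N6AMT1 pileups. At M:7565-16495 they were 25521 and 22981 fragments in control and 19926 and 19649 in si-N6AMT1. Fold enrichment separated the groups in this way only at M:3093-5700. The pileups are not scaled to depth, and removal of duplicates can understate them. Recovered depth was 1 and 1.32 in control and 1.38 and 1.5 in si-N6AMT1. Greater depth would raise the si-N6AMT1 pileups, so these values argue against depth as the source of the lower pileups. The effect of removing duplicates was not tested. As a share of all peaks, mitochondrial peaks differed by -0.00314 percentage points between the groups (p = 0.333, exact two-sided permutation test), which follows from the same 5 peaks among longer lists.

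Autosomes were covered over 0.146% to 1.12% of their length. Chromosome 18 had the lowest density in all 4 libraries, with 2.75 and 3.04 peaks per Mb in control and 3.40 and 3.83 in si-N6AMT1. The highest density was on chromosome 20 in 3 libraries, at 15.7, 17.5 and 19.7 peaks per Mb, and on chromosome 14 in si-N6AMT1 replicate 2. The ratio of the highest to the lowest autosome was 5.22 to 5.79. The si-N6AMT1 to control ratio of mean densities was above 1 on every autosome, from 1.19 on chromosome 20 to 1.40 on chromosome 17.

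**Figure D2:**
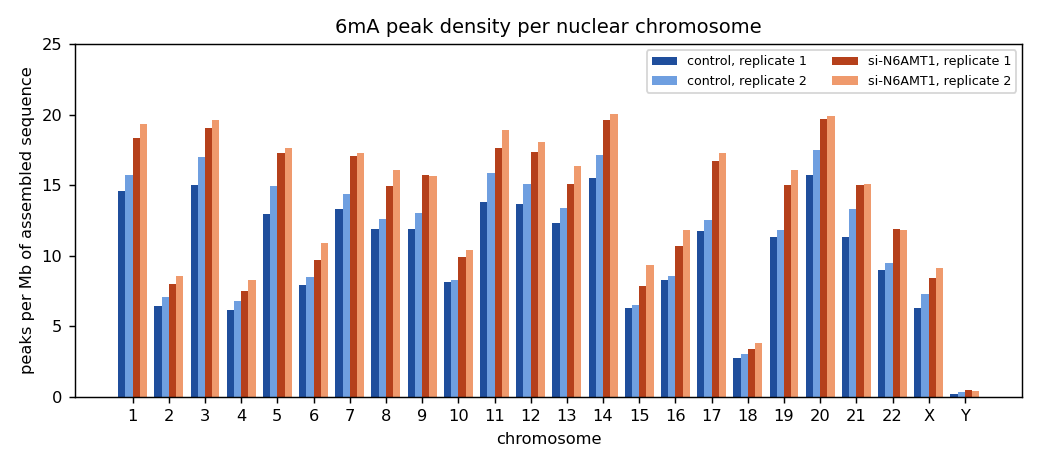
Bars give the number of 6mA peaks per Mb of assembled sequence (y axis) on each nuclear chromosome (x axis) in the 4 libraries, control in blue and si-N6AMT1 in red. Chromosome 18 has 2.75 to 3.83 peaks per Mb and chromosome 20 has at least 15.7 in every library.

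Functional elements were assigned by the position of the peak summit. Introns held 53.3 ± 0.0624% (SD, n = 2) of summits in control and 53.2 ± 0.362% (SD, n = 2) in si-N6AMT1, against 52.6% of the assembled genome. Intergenic sequence held 43.6 ± 0.215% and 43.8 ± 0.430% (SD, n = 2 each), against 41.0% of the genome. Promoter windows held 2.3 ± 0.264% and 2.19 ± 0.0281% (SD, n = 2 each), against 3.22%. Exons held 0.785 ± 0.0138% and 0.749 ± 0.0407% (SD, n = 2 each), against 3.17%. Over all 4 libraries, the share in exons was 0.242 times and the share in promoters 0.698 times that of the genome, while the share in intergenic sequence was 1.07 times that of the genome. Introns and intergenic sequence together held 96.9 ± 0.277% of control summits (SD, n = 2), against 93.6% of the genome. The groups did not differ by more than the spread between replicates in any of the 4 elements, and exact two-sided permutation tests gave p between 0.667 and 1 for the 4 elements. A promoter window from 2000 bp upstream to 500 bp downstream raised the promoter share over all 4 libraries from 2.25% to 2.96%, and that of the genome from 3.22% to 4.06%.

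The motif CAGGCTGG, which the study named as its leading 6mA motif, was counted on either strand in 100-bp windows on summits and in windows 1000 bp to each side. In control, 2.69 ± 0.0609% of summit windows (SD, n = 2) and 3.93 ± 0.0351% of flanking windows held it. In si-N6AMT1, 3.89 ± 0.0413% of summit windows (SD, n = 2) and 4.21 ± 0.0879% of flanking windows held it. Summit windows thus held the motif less often than flanking windows, by -1.24 percentage points in control and -0.315 in si-N6AMT1. With equal numbers of peaks, the differences were -1.38 in control and -1.22 in si-N6AMT1. Most of the gap between the groups was thus not seen when the lists had the same length. The direction depended on the window. In 200-bp windows the difference was 0.182 percentage points in control and 2.49 in si-N6AMT1. The control value of 0.182 was the mean of 0.0181 and 0.346 in its replicates, so in control it was within their spread. The plot of the motif against distance places its highest shares 100 to 300 bp from the summit.

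**Figure D3:**
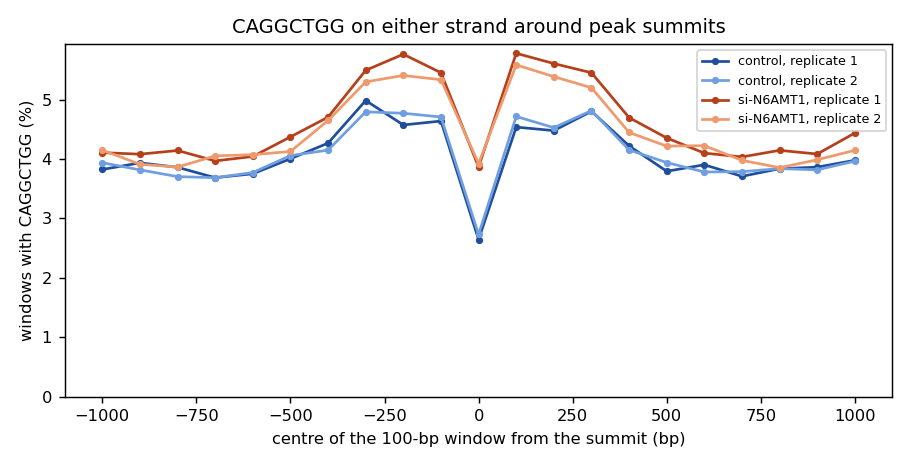
Lines give the percentage of 100-bp windows that hold CAGGCTGG on either strand (y axis) against the distance of the window centre from the peak summit in bp (x axis) in the 4 libraries. At the summit the share is 2.64% and 2.73% in the control libraries and 3.86% and 3.92% in the si-N6AMT1 libraries, below the windows on each side. The full lists are used, and they differ in length.

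The study named 8 negative regulators of the cell cycle as targets of N6AMT1, and peaks were counted within each gene body and 5000 bp on either side. The study drew on transcript levels, read tracks and quantitative PCR of immunoprecipitated DNA for cell cycle inhibitors. The presence or absence of a called peak does not test those measures. In control, 4 and 2 of the 8 genes held a peak in replicates 1 and 2, and in si-N6AMT1, 5 and 5 genes did. The genes held 10 and 8 peaks in control and 11 and 13 in si-N6AMT1. Of the 21 merged regions at these genes, 0 were called only in control, 2 only in si-N6AMT1 and 3 in all 4 libraries. Genes and regions with 1 peak in 1 library carry no replicate check. RB1 (13:48877880-49173572, plus strand) held most of them, with 6 and 7 peaks in control and 7 and 9 in si-N6AMT1. Its strongest region, at 13:49067087-49067829 in an intron, had a fold enrichment of 13.7 and 13.4 in control and 15.6 and 12.8 in si-N6AMT1. Both regions called only in si-N6AMT1 were in RB1 introns, at 13:48898428-48899238 and 13:48910509-48911049. Their fold enrichment was 5.27 and 6.36, and 3.61 and 4.69, in replicates 1 and 2. The median fold of those lists was 6.92 and 6.64, so both regions were weak.

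CDKN1A (6:36644237-36655114, plus strand) held 1 intronic region, at 6:36648926-36649382, called in control replicate 1 and in both si-N6AMT1 libraries. REST (4:57774042-57832974, plus strand) held 3 regions, each called in 1 library. LATS2, MDM2 and TIPRL each held 1 peak in 1 si-N6AMT1 library, and no peak was listed at BTG1. N6AMT1 itself (21:30244513-30257693, minus strand) held an intronic region at 21:30249346-30250147, called in all 4 libraries with a fold enrichment of 19.9 and 17.1 in control and 19.5 and 20.2 in si-N6AMT1. With equal numbers of peaks, the mean number of the 8 genes with a peak in si-N6AMT1 was 2.5 instead of 5, against 3 in control.

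**Figure D4:**
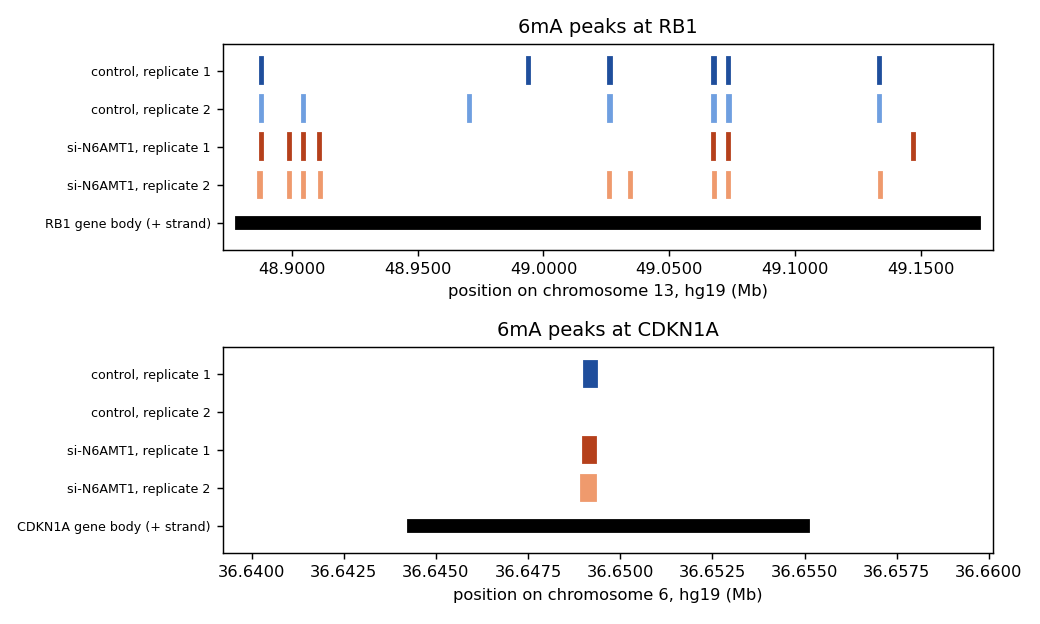
Boxes mark the 6mA peaks of the 4 libraries (a lane each) along RB1 on chromosome 13 and CDKN1A on chromosome 6 (x axis, hg19 position in Mb), with the gene body as a black bar and narrow peaks widened to stay visible. RB1 holds 6 and 7 peaks in control and 7 and 9 in si-N6AMT1, and the CDKN1A region is called in 3 of the 4 libraries.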

Values the study reported

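For the cell line, the study gave a total of 17,294 peaks of high confidence. It gave a 6mA density of more than 80% for the mitochondrial genome. After N6AMT1 knockdown, it reported a decrease of 6mA at about 83% of the changed loci (1161 peaks) and an increase at 17% (233 peaks).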

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

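No setting in this part was added after the results were seen. The differences in the number of peaks and in covered length kept their direction under every setting that was run. The range was 6435.5 to 9394.5 peaks across the fits that each left out a library, and 0.253 to 4.81 Mb over all settings of covered length. With equal numbers of peaks, the number per library is fixed and gives no difference, and the share of mitochondrial peaks differed by 0 because every list then holds 5 among the same total.

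Equal numbers of peaks also lowered the regions called only in si-N6AMT1 to 2550, the consistent control peaks called in both si-N6AMT1 libraries to 61.6%, and the mean number of the 8 genes with a peak in si-N6AMT1 to 2.5. Shortening the si-N6AMT1 lists is part of that setting, and for regions called on one side alone it brings any split close to balance. An overlap of 50% of each peak, a stricter rule, gave 63.7% for the same share of control peaks, 51.7% overlap within control and 51.2% within si-N6AMT1.

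Leaving out a library asks fewer libraries to call a region, or fewer to miss it, so the counts rise by construction. Regions called only in control ranged from 3723 to 9415 and regions called only in si-N6AMT1 from 6837 to 16181. The share of control peaks called in si-N6AMT1 ranged from 45.9% to 78.8%.

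The wider promoter window gave 2.96% of summits in promoters, against 4.06% of the genome, and 43.1% in intergenic sequence. The motif difference between summit and flanking windows was the result that reversed. It was 0.182 percentage points in control and 2.49 in si-N6AMT1 with 200-bp windows, which reach the higher shares beside the summit. It was -1.40 and -0.546 with a −log10 q of at least 5, -1.38 and -1.22 with equal numbers, and -18.2 and -16.1 for CAGG followed by C or T, in control and si-N6AMT1 in that order. The cause was not tested for these last 3 settings.

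In all, 72 values were classed as the same, 27 as moved and 2 as reversed. Values classed as the same could still change in size with equal numbers of peaks. The difference in covered length was then 0.253 against 4.10 Mb. Consistent si-N6AMT1 peaks numbered 17109 against 22225, and regions called only in control 2571 against 1904. Calls in same-numbered replicates did not deviate together, with a correlation of 0.0053 across regions. That correlation covers calls and not signal. In the nuclear regions called in all 4 libraries, pileup over background was higher in both replicate 1 libraries in 33.4% of regions. Both replicate 2 libraries were higher in 4.98%. A link between same-numbered replicates in signal is therefore not excluded. With the replicate number as a block, the differences were 7915 peaks, 4.10 Mb and -0.00314 percentage points of mitochondrial peaks, each with p = 0.5 in an exact sign-flip test, the smallest value that 2 pairs can give. The median pileup of 17 to 19 fragments limits every count of called regions, since a region missed in a library can lie just below its threshold.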

Other observations

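The tests of library depth, of other splits of the libraries, of input coverage at repeats, of scaling and single-library enrichment in shared regions, and of the autosome ratios were chosen after the result they measure was seen. The other tests were set down before their result was seen.

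The si-N6AMT1 lists were longer, and their libraries were deeper. Per unit of recovered depth, the si-N6AMT1 to control ratio of peaks was 0.992. Depth alone may therefore account for the difference in mean number. The steps between libraries were uneven, however. From control replicate 1 to control replicate 2, depth rose by 32.3% and peaks by 9.72%, whereas from control replicate 2 to si-N6AMT1 replicate 1, depth rose by 4.66% and peaks by 16.3%. The recovered depth of the input was 1.34 for both si-N6AMT1 lists and 0.985 for control replicate 2, relative to control replicate 1, so each group appears to have been called against its own input. Depth, the input and the knockdown cannot be told apart with these 4 libraries, because all of them differ between the groups.

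More regions were called only in si-N6AMT1 than only in control, with a ratio of 2.23. The ratio was 0.992 with equal numbers of peaks, but the mixed splits, which had ratios of 1.35 and 1.06, then also came to 1.00 and 0.984. Lists of the same length bring the sides of any split close to balance, so this setting decides neither whether the longer lists gave the excess nor whether one direction prevails. Longer lists and an effect of the knockdown cannot be told apart here. The split by group gave the most regions called by one side alone, and 1 of the 3 splits, the real one, gave as many. With equal numbers the sum was 5121 for the real split and 3813 and 3638 for the mixed ones. With 2 libraries in each group, the splits are too few for a share under 0.05. A difference between the groups stays open, from the knockdown or from the separate inputs.

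In the 12127 nuclear regions called in all 4 libraries, the pileup at the summit was compared after division by the background of each library. Both control values exceeded both si-N6AMT1 values in 27.8% of regions and the reverse held in 7.28%, where chance gives 16.7% each. Control was thus higher in 79.3% of the separated regions. The mixed split with control replicate 1 and si-N6AMT1 replicate 1 on one side gave 87.0%, and the mixed split with control replicate 1 and si-N6AMT1 replicate 2 on one side gave 67.9%. The real split lies between them, so enrichment that differs between single libraries cannot be told apart from a difference between the groups. The median ratio was highest in control replicate 1, and it was 16.1 in control replicate 2 and 17.0 and 15.7 in the si-N6AMT1 libraries. Scaling each library to its median over these regions gave 50.3%, but that scaling centres the libraries and so decides nothing about a common shift. A lower 6mA signal after knockdown cannot be told apart from the scaling of the libraries in these lists.

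CAGGCTGG occurs 1298950 times in the assembly, and 37.0% of the copies lie in CAGGCTGGAGTG and 20.3% in CAGGCTGGTCTC, which are 3610 and 1982 times as frequent as base composition gives. Of the summit windows that hold the motif, 70.9% held it in one of these contexts, against 58.2% of flanking windows. The motif near 6mA peaks may thus be carried by a high-copy repeat. The contexts resemble Alu elements, which was not tested, since a repeat annotation was not used here.

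Tandem adenine-rich repeats were frequent at summits, at 20.6 ± 1.07% (SD, n = 2) in control and 24.0 ± 0.567% (SD, n = 2) in si-N6AMT1, against 2.36% and 2.42% of flanking windows. Low GC content argues poorly for this, since the share was at least 7.68 times that of flanking windows matched for GC content. Low input coverage wide enough to lower the local background would put more of these summits at the genome-wide background. The share at that background was lower for summits with a repeat than without one in all 4 libraries, by a difference of -3.11 percentage points or further from 0. The values thus argue only against such a wide dip. A dip as narrow as a repeat need not lower the local background, so it stays open. The test tried first, the ratio of mean pileups with and without a repeat, had a lowest value of 0.993 and did not separate the cases, and the background was chosen in its place after its values were seen. Affinity of the antibody or of the single-stranded DNA for repeats stays open and was not tested, since no mock immunoprecipitation was used here. A modification placed at such repeats stays open as well.

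Runs of 12 adenines were at 12.2 ± 0.517% of control summits and 15.8 ± 0.00814% of si-N6AMT1 summits (SD, n = 2 each). Weak peaks added by the longer lists do not account for the difference, which was 2.94 percentage points with equal numbers of peaks, above the spread between replicates. Over peaks at the genome-wide background it was 3.93 percentage points. A difference between the inputs and an effect of the knockdown cannot be told apart, because each group has its own input. Not every repeat rose. Stretches of 8 CA repeats were at 4.25 ± 0.301% of control summits and 3.11 ± 0.108% of si-N6AMT1 summits (SD, n = 2 each).

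Peak density differed between chromosomes in the same way in all libraries. Across the 22 autosomes, density rose with the local background over the genome-wide level, which comes from the input. Spearman's rho was 0.853 and 0.894 in control and 0.829 and 0.806 in si-N6AMT1, and Pearson's r was 0.747, 0.805, 0.742 and 0.737. Each permutation p was 2e-05, the smallest that the permutations can give, also after Benjamini-Hochberg adjustment over 4 libraries. Without the 2 autosomes farthest from the median, r was 0.762, 0.823, 0.715 and 0.720. The DNA copy number of this cell line may thus set much of the difference between chromosomes. No biological explanation was tested.

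The si-N6AMT1 to control ratio of peaks, taken with equal numbers, also varied between autosomes, from 0.946 on chromosome 4 to 1.12 on chromosome 19. It rose with the density of the repeat contexts (Spearman's rho 0.635, permutation p = 0.00192; Pearson's r 0.868, and 0.799 without chromosomes 17 and 19). It also rose with GC content (Spearman's rho 0.745, permutation p = 1e-04, adjusted 2e-04; Pearson's r 0.894, and 0.851 without chromosomes 19 and 22). Both Pearson p values were 2e-05, the smallest that the permutations can give. Repeat density and GC content rise together across autosomes (rho 0.945), so either may be the cause. A GC bias that differs between libraries and a change at repeats after knockdown both stay open.

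Of the 8 cell cycle genes, 2 held a consistent control peak. Among 10000 random sets of 8 protein-coding genes of the same lengths, the mean was 2.07 genes, and 68.0% of sets had at least as many. The number of these genes with such a peak was thus no higher than their length gives. The number of peaks per gene was not tested.

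Of the regions called in both libraries of a group and in neither of the other, 30.9% were called only in control. That is lower than the share of decreased loci quoted from the study above. The share called only in si-N6AMT1 was 69.1%. That is higher than the share of increased loci quoted above. The counts were 1904 regions only in control and 4251 only in si-N6AMT1. Both are higher than the counts quoted above. These shares depend on the length of the lists. Lists of equal numbers gave 50.2% called only in control and 49.8% only in si-N6AMT1, in 2571 and 2550 regions, though that setting brings any split close to balance. These are calls in peak lists and not tests of signal, so the measures differ.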
